A study of Homo sapiens with 191 samples. Its data were reported in "Joint single-cell DNA accessibility and protein epitope profiling reveals environmental regulation of epigenomic heterogeneity" (2018).

How the data were processed

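Single GM12878 cells were fixed, permeabilised and transposed in bulk, then sorted into plates for library preparation. The libraries covered here number 96 on plate 1 and 95 on plate 2, all in 1 group by their labels. Per the study's methods, the authors trimmed adapters, mapped read pairs to hg19, removed low-quality, duplicate and mitochondrial reads, called summits on the aggregated cells and kept the summits of lowest q-value as regions of fixed width. The submitters' processing notes name Bowtie2 2.1.0, Picard 1.79 and MACS2, whose version is not given in the sources used here. The score of each region is the authors' -log10 of the q-value, as deposited. It was used only to rank and describe regions within this list. The methods describe the filter on single libraries after the calling of summits, with a limit taken from the pooled cells, and do not say outright whether the libraries it removed were among those pooled. The list gives no reads, so depth is unknown, and a cell that contributed many fragments weighs more in the pooled calls. Removal of multiply mapped or low-quality reads can lower accessibility at near-identical copies, such as HLA genes.

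Coordinates are hg19, 1-based. The reference sequence was GRCh37, whose chromosome lengths match that build, and genes were those of GENCODE 44 mapped to it, with 20090 protein-coding symbols on chromosomes 1 to 22 and X. A region was placed by its centre. It was a promoter region within 1 kb of any annotated TSS of a protein-coding gene, and otherwise counted as exon, intron or intergenic. Shares were compared with 1000 random placements on the same chromosome that avoid N, and median scores by permutation with 100000 resamples. The 14 gene lists, 32 consensus motifs, tests and most alternatives were fixed before the data were examined. List members with a promoter region were compared with all other protein-coding genes by Fisher's exact test, and the median number of regions over the gene plus 10 kb with 10000 random lists matched on span decile. The p-values of gene lists and of motifs were adjusted by Benjamini-Hochberg within each family. Those of genomic classes, scores, clusters and chromosomes were not adjusted. Intervals of shares are exact binomial and those of densities exact Poisson, at 95%.

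A motif was present where its consensus matched on either strand. Each region was compared with 1 window of the same width and chromosome, within 1 percentage point of GC content, outside all regions and without N. The 3 regions holding N were left out, which leaves 49997. Density at the centre (within 50 bp) was set against that 200 to 250 bp away. Because scores are tied, strong and weak regions were set at the score quartiles, 74.9 and 20.0, with all regions at those scores included. Clusters joined regions at a fixed distance between 5 and 25 kb.

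The genes named were fixed by rule: in each list the 4 members with the strongest promoter region and up to 4 without one in alphabetical order, the 10 strongest regions, the 10 clusters and 10 genes with most regions, and all motifs at least 1.5 or at most 0.67 times as frequent with those of other lineages. Some genes that the rule names are not reported here. The motifs of B cell factors outside this rule (NF-kB, EBF1, E2A and MEF2) were named after their values were seen.

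Alternatives changed the promoter window (500 bp or 2.5 kb), the TSS set, the part of the list used, the flank (0 or 50 kb), the background of genes and sequence, and the cluster distance (5 or 25 kb). Added after seeing the data were backgrounds matched on CpG dinucleotides within 500 bp of the TSS, GC-matched motif comparisons, the mean in place of the median, and the list without its lowest score.

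The statistics were tested on simulated data. All 32 motifs were called with sites planted in 10% of 20000 windows and 0 with none planted. Many motifs have far lower shares in the regions, such as 0.636% for ETS and 0.0540% for HNF1. The power for such rare motifs was not tested. With 5% of 5000 regions moved into a class, 100% of runs were called, and 6% with none moved. Lists of 24 genes with a true share of 0.10 against 0.55 were called in 97.2% of runs and with 0.90 in 76.4%; for 16 genes these were 78.4% and 52.2%. A 2-fold change in regions around 24 genes was called in 92.5% of runs, and no change in 4.5%. These counts, with a median of 2 regions per gene, replaced sparser ones after a first run. With a median of 1, added after seeing the data, a 2-fold rise was called in 62.5%, a 2-fold fall in 44.5% and no change in 0.5%, so the test has less power for lists with few regions. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.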

Results

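Chromatin accessibility was measured by ATAC-seq in single-cell libraries of GM12878, a lymphoblastoid line made by transforming human B cells with Epstein-Barr virus. The cells were fixed and transposed, were not stained with antibody, and were sorted one by one into 2 plates, of which 96 and 95 libraries are covered here, respectively. All libraries belong to 1 group. The values come from 1 list of 50000 accessible regions that the authors called on the pooled cells, so there is no value per cell, no replicate and no second group. The depth of each cell is unknown from this list. Each comparison below is therefore between parts of the list, or between the list and random or matched genomic sequence. Regions and genes are not replicates, so p-values and intervals cover counting error only.

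Promoters led the list. The strongest region, with a score of 4437.64, lay on chromosome 3 at 167452559 to 167453059 (hg19), 82 bp from the nearest transcription start site (TSS) of PDCD10 and within the promoter that this gene shares with SERPINI1. It was followed by a region at MSMO1, an enzyme of cholesterol synthesis, on chromosome 4 at 166248437 to 166248937 (score 4024.81), and by one at KBTBD3 and AASDHPPT on chromosome 11 at 105947950 to 105948450 (score 3925.59). The region at ETFDH and C4orf46 on chromosome 4, at 159593061 to 159593561, had a score of 3842.6 and lay in an exon. HMGB2 (score 3747.09), TFB1M (3677.24), SGO1 (3566.44), LEPROT and LEPR (3538.02), KCTD9 and CDCA2 (3509.61), and CNGA4 and FHIP1B (3399.43) completed the 10 strongest regions, all within 221 bp of a protein-coding TSS. Each region was 501 bp wide as written, no pair overlapped, and the list covered 25.05 Mb, or 0.883% of the sequence without N. The authors' score, -log10 of the q-value, had a median of 31.6 and took only 784 distinct values. The lowest score, 16.0, was shared by 3102 regions, which marks the limit of the list.

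Promoters held far more regions than random placement gave. The centres of 16365 regions (32.7%, exact binomial 95% interval 32.3 to 33.1) lay within 1 kb of a TSS of a protein-coding gene, against 4.46% of random placements, a 7.34-fold excess. Introns held 15297 regions (30.6%, against 39.5% at random) and intergenic sequence 17100 (34.2%, against 53.4%). These 3 classes differed from 1000 random placements on the same chromosomes with p = 0.0020 in a two-sided permutation test, the smallest value that the placements allow. Exons held 1238 regions (2.48%, against 2.58%), a difference that did not pass this test (p = 0.134). The exon share depended on the definition. With a promoter window of 500 bp it was 3.22% against 2.89% at random, and with 2.5 kb 1.68% against 2.05% (p = 0.0020 for each).

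**Figure D1:**
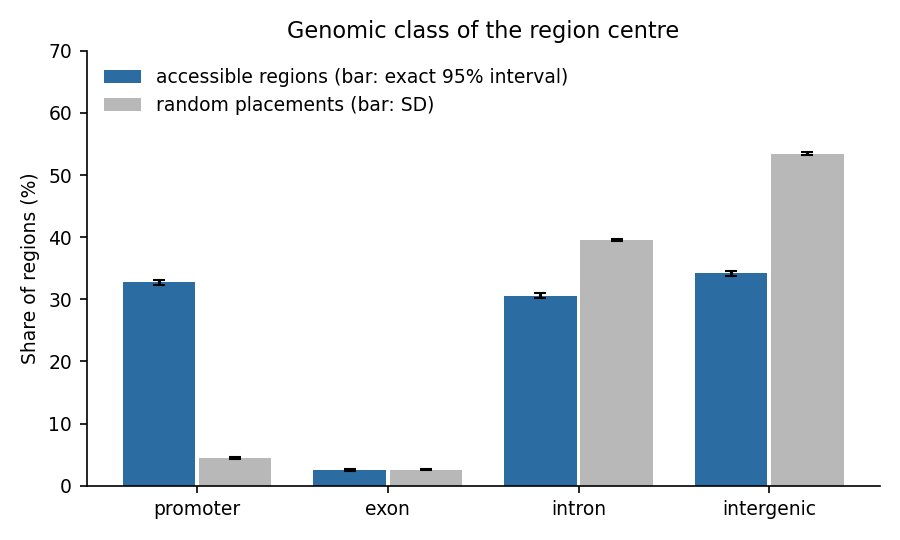
Share of accessible regions (%) by the genomic class of their centre, with exact 95% binomial intervals, beside the mean and SD of 1000 random placements. Promoters hold 32.7% of regions against 4.46% at random.

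Promoter regions were also the stronger ones. The median score was 64.3 at the 16365 promoter regions (quartiles 28.6 and 188.7) and 25.7 at the 33635 distal regions (quartiles 18.7 and 45.8). The difference of medians was 38.6 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest value they allow). The score fell with distance from the TSS, from a median of 110.1 within 100 bp to 55.8 between 100 and 500 bp, 33.1 between 500 and 1000 bp, and 22.8 beyond 50000 bp. Mean GC content was 61.3% at promoter and 49.3% at distal regions. Distal regions are those more than 1 kb from any TSS of a protein-coding gene. With all annotated genes 19160 regions were promoter regions, so some distal regions lie near TSSs of other genes.

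Genes of the B cell programme were widely accessible at their promoters, although their list did not pass the adjusted test. Of 26 B cell identity genes, 20 had a promoter region (76.9%, exact 95% interval 56.4 to 91.0), against 57.2% of all other protein-coding genes (Fisher's exact test, two-sided, adjusted p = 0.0553 by Benjamini-Hochberg over 14 lists). The strongest were those of BTK, a kinase of the B cell receptor pathway (score 566.9, at a promoter it shares with RPL36A), BLK (507.7) and LYN (435.1), both SRC family kinases, and POU2AF1 (413.7), a coactivator of octamer-binding factors. BLK lies on chromosome 8 at 11344403 to 11422108 and POU2AF1 on chromosome 11 at 111222980 to 111326355. CD22, FCRL1 and IKZF3 were among those with none. CD22, a surface receptor of B cells, missed the window by little, with its closest region 1103 bp from a TSS. The call depended on the comparison, with adjusted p from 0.000933 to 0.751 over the alternatives. Against random genes matched on promoter CpG dinucleotides, chosen after seeing the data, the B cell identity share stood higher (42.3% at random, p = 0.000933), while matching on the number of TSSs and span gave 65.4% at random (p = 0.327) and the outermost TSS alone p = 0.751.

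Genes of NF-kB signalling, which the Epstein-Barr virus protein LMP1 is known to switch on, were accessible in 28 of 31 cases (90.3%, interval 74.2 to 97.96, adjusted p = 0.000147, Fisher's exact test). BIRC3 (score 1226.8) and BIRC2 (680.2), neighbouring inhibitors of apoptosis on chromosome 11, led this list, followed by CFLAR (257.6) and NFKBIB (244.4, shared with SIRT2). CCL4, RELA and TNFAIP2 had no promoter region. Germinal centre and plasma cell genes had one in 10 of 16 cases (62.5%, adjusted p = 0.803), among them MYBL1 (311.4), MZB1 (233.5), CD38 (218.4) and IRF4 (149.5), a factor of activated B and plasma cells. JCHAIN, LMO2, MME and RGS13 had none.

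Genes of MHC class II antigen presentation had a promoter region in 8 of 16 cases (50.0%, adjusted p = 0.665). CD74, the invariant chain, ranked 413 in the whole list (score 1229.6), and the regulators RFX5 (473.6), RFXAP (264.3) and RFXANK (157.6, shared with MEF2B) followed. HLA-DOA, HLA-DOB, HLA-DPA1 and HLA-DQA1 had none. All 5 members outside the HLA family had a promoter region, against 3 of 11 HLA genes, a split made after the values were seen. Read filters can lower accessibility at near-identical HLA copies, which was not tested here. A missing region at an HLA gene therefore does not show a closed promoter.

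Housekeeping and cell cycle genes were accessible almost throughout, in 23 of 24 cases each (95.8%, interval 78.9 to 99.9, adjusted p = 7.23e-05, Fisher's exact test). EEF1A1, a translation factor, had a score of 1352.0, TBP 1185.4 and PGK1 785.9, while EEF2 had no promoter region. In the cell cycle list the replication helicase subunits MCM3 (1396.9) and MCM4 (960.1), the mitotic kinase AURKA (1122.4) and the sliding clamp PCNA (890.9) were strongest. AURKB had none. TBP, AURKA, MCM4 and PCNA share these regions with neighbouring genes.

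Marker genes of other lineages were accessible less often than other genes. A promoter region was found at 1 of 22 erythroid and megakaryocyte genes (4.55%, adjusted p = 1.07e-06), 3 of 24 hepatocyte genes (adjusted p = 3.13e-05), 3 of 23 myeloid genes (13.0%, adjusted p = 5.03e-05), 6 of 24 epithelial genes (25.0%, adjusted p = 0.00256), and 7 of 24 in both the T cell and the neuronal list (29.2%, adjusted p = 0.00845), all by Fisher's exact test. EPOR, the erythropoietin receptor, was the single erythroid member (score 59.2). GATA1, ALAS2, AHSP and EPB42 had none. The hepatocyte members included CPS1, an enzyme of the urea cycle (586.8, 978 bp from its TSS and shared with LANCL1) and CYP2E1 (59.2). Albumin (ALB), APOA1, APOB and AHSG had none, and neither did AZU1, CD163, CD33 and CEBPA of the myeloid list. VCAN (45.8), CD14 (33.1) and LYZ (18.7) were the 3 myeloid members, each centred more than 500 bp from a TSS. The epithelial members were led by EHF (66.1), ELF3 (60.9), MUC1 (54.1) and EPCAM (33.1), while CDH3, CLDN3, CLDN4 and CLDN7 had none. The neuronal members were led by GAD1 (80.3), SNAP25 (66.1), TBR1 (54.1) and SYP (44.2), while CAMK2A and DCX were among those with none. A promoter window of 2.5 kb ended the call of the neuronal list (adjusted p = 0.629, the highest of its alternatives, which began at 7.42e-05).

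In the T cell list the receptor components CD3D, CD3E and CD3G and the adhesion molecule CD2 had no promoter region. GATA3 (score 437.5), TCF7 (135.5) and CD28 (50.7) were among those that did. Random genes matched on promoter CpG had a promoter region in 34.8% to 50.0% of cases for the 6 lists of other lineages. Against them the T cell list did not pass (37.5% in the random lists, adjusted p = 0.487), and neither did the myeloid list (34.8%, adjusted p = 0.0540). Over the other alternatives adjusted p was at most 0.0292 for T cell and 0.00105 for myeloid genes.

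Few olfactory receptor and HOX genes had a promoter region. It was found at 13 of 399 olfactory receptors (3.26%, interval 1.75 to 5.51, adjusted p = 2.76e-123, Fisher's exact test), among them OR52N2 (66.1), OR51D1 (59.2), OR52D1 (37.8) and OR8A1 (30.1). OR10A2, OR10A3, OR10A4 and OR10A5 had none. Of 39 HOX genes, which pattern the body axis, 5 had one (12.8%, adjusted p = 7.91e-08, Fisher's exact test), among them HOXC4 (87.6), HOXA6 (76.7) and HOXC5 (31.6), while HOXA10, HOXA11, HOXA13 and HOXA2 had none. Random genes with as many promoter CpG dinucleotides as the HOX genes had one in 66.7% of cases (adjusted p = 0.000933), and those matched on the number of TSSs and span in 35.9% (adjusted p = 0.00224). For olfactory receptors these shares were 24.8% (adjusted p = 0.000933) and 22.3% (0.000560), both far below the 58.3% of all other genes.

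**Figure D2:**
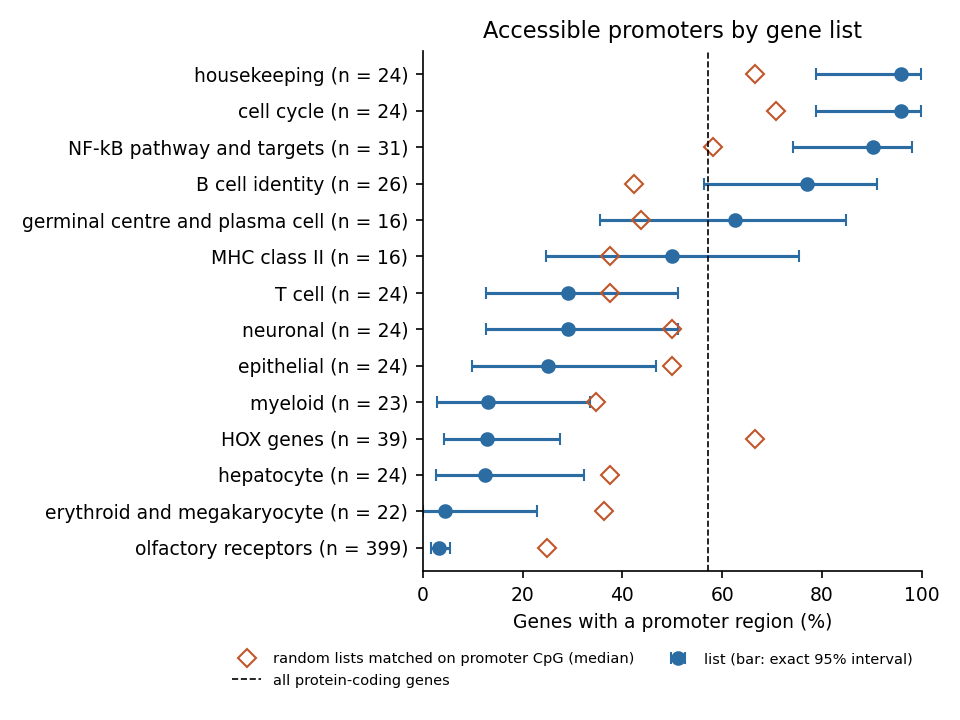
Share of genes with a promoter region (%) in 14 gene lists, with exact 95% binomial intervals, the median of random lists matched on promoter CpG (diamonds) and the share of all protein-coding genes (dashed line, 57.2%). Housekeeping, cell cycle and NF-kB genes lie above the line, and the lists of other lineages below it.

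Regions also gathered in and around B cell genes. Summits of 1 called region were counted separately in these counts and in those below. The median B cell identity gene held 4.5 regions over the gene and 10 kb on each side, against 2 in random lists of genes of like span (permutation test with 10000 lists, two-sided, adjusted p = 0.00560). NF-kB genes held 3 against 1, housekeeping genes 3 against 1, and hepatocyte genes 0.5 against 1.5 (adjusted p = 0.0483 for each, permutation test). The other 10 lists did not pass with the median. With the mean, chosen after seeing the data, 6 of them did: germinal centre genes (3.81 against 2.06, adjusted p = 0.0473) and MHC class II genes (3.63 against 1.69, 0.00640) held more regions, and myeloid (0.652 against 1.83, 0.00233), erythroid (0.773 against 1.77, 0.0129), neuronal (1.67 against 3.08, 0.0274) and olfactory receptor genes (0.175 against 1.26, 0.000700) fewer. In the MHC class II list 2 members held 39 of the 58 regions and the other 14 had a mean of 1.36. Within the gene body alone, B cell identity genes did not pass (1.5 against 1, adjusted p = 0.312), and with only the 25237 strongest regions neither they (2 against 1, adjusted p = 0.262) nor NF-kB genes did (2 against 1, adjusted p = 0.150). The hepatocyte call was lost in both settings and with 50 kb on each side (adjusted p = 0.215).

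The genes with most regions were ranked by the count over the gene and 10 kb on each side, not scaled to gene length. SH3KBP1, an adaptor of receptor endocytosis, lies on chromosome X at 19552095 to 19905718. Counted in this way it held 56 regions, the most of any protein-coding gene. ITPR1, a calcium channel of the endoplasmic reticulum, held 52, RFTN1, a lipid raft protein of B cells, 44, ARHGAP26 43, TNFAIP8 41, FYN, an SRC family kinase, 39, GSE1 39, TRIO 38, TMEM131L 37 and ANKRD33B 36. ATXN1 also held 36, a tie with ANKRD33B.

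**Figure D3:**
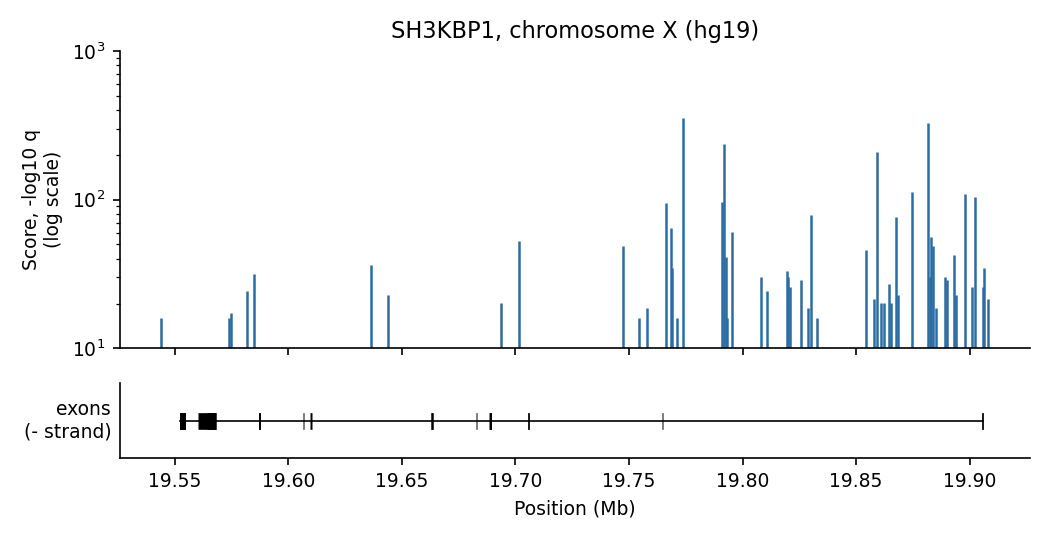
Accessible regions along SH3KBP1 (hg19, chromosome X, position in Mb), each drawn as a line whose height is the authors' score on a log axis, above the exons of the gene. The gene and 10 kb on each side hold 56 regions, the highest with a score of 352.7.

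Dense clusters were far more frequent than in random placements. Joining neighbouring regions gave 287 clusters of at least 10 regions, against a mean of 0.039 and at most 1 in 1000 random placements (two-sided permutation test, p = 0.0020, the smallest value allowed). They held 8.02% of all regions. Joining over 25 kb gave 606 such clusters against a mean of 4.93 at random, and the 25237 strongest regions gave 65 against 0 (p = 0.0020 for each, the same test). At 5 kb there were fewer such clusters, though still more than at random (p = 0.0020, the same test), and they held 2.88% of regions. The names of 18276 regions (36.6%) carry a letter for the summit, and the list holds 43851 distinct numbers. Some neighbouring regions are therefore summits of 1 called region. How much of the excess of clusters comes from such summits was not tested. The largest of the 287 clusters, with 40 regions, spanned chromosome 5 from 180586177 to 180689203 and covered RACK1, TRIM41, TRIM52, TRIM7 and OR2V2. Others covered SLC15A4 and GLT1D1 (35 regions, chromosome 12 at 129267581 to 129346439), ANKRD33B (33), PTTG1 and SLU7 (32, chromosome 5 at 159842948 to 159934551), IRF2, an interferon regulatory factor (30), and 29 each over VOPP1, ITPKB, TMSB10 with TRABD2A, and PLCG2, a phospholipase of the B cell receptor pathway. DUSP22 followed with 28.

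Motifs of ETS, promoter factors and several B cell factors were over-represented. Of 32 motifs, 17 were at least 1.5 times as frequent as in windows of the same GC content and none was at most 0.67 times as frequent (Fisher's exact test, two-sided, adjusted over 32 motifs). The fold was 9.64 for ETS, a motif of broad use (0.636% of 49997 regions, adjusted p = 2.50e-59), and among promoter elements 9.54 for YY1 (9.57e-50), 9.39 for NRF1 (8.43e-66), 4.42 for the cyclic AMP response element, 2.55 for SP/KLF (10.1% of regions), 2.54 for RFX and 1.84 for NFY. The insulator motif of CTCF was 5.32-fold enriched (2.30% against 0.432%, adjusted p = 1.42e-154). Among motifs of factors active in B cells, the BATF-IRF composite was enriched 2.20-fold (110 regions against 50 windows, adjusted p = 3.57e-06), PU.1/SPIB 1.98-fold, RUNX 1.86-fold, the octamer of POU2F2 1.63-fold and the interferon-stimulated response element of IRF factors 1.58-fold. AP-1, also of broad use, was enriched 1.59-fold. NF-kB was enriched 1.30-fold (11.5% against 8.87%, adjusted p = 1.13e-42), 1.52-fold among distal regions and 1.09-fold against shuffled sequence. MEF2 was enriched 1.35-fold and EBF1 1.29-fold, and the E2A motif was rarer (43.1% against 46.8%, 0.920-fold, adjusted p = 4.52e-32), though more frequent than in shuffled sequence (1.31-fold) or flanking windows (1.29-fold). The folds and their order depended on the background. Against flanking windows 2 kb away the fold was 91.6 for NRF1, 53.3 for YY1, 10.0 for ETS and 9.59 for SP/KLF, and against shuffled sequence 15.5, 66.8, 3.61 and 4.65, with 1.13 for NFY. Against the flanks it was 2.58 for EBF1, 2.42 for NF-kB, 2.13 for PU.1/SPIB, 1.52 for AP-1, 1.31 for RUNX and 1.17 for the BATF-IRF composite, which no longer passed (adjusted p = 0.218), while IRF (0.912), octamer (0.853) and MEF2 (0.682) motifs were rarer in the regions. In distal regions alone, against windows of the same GC content, YY1 was not more frequent (0.8-fold), and the fold was 5.20 for NRF1 and 3.38 for ETS.

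Most motifs in the class named other lineages, which also holds HIF and p53, gave smaller or less certain differences. GATA did not pass the test (4.53% against 4.54%, adjusted p = 0.927), and neither did HNF4 (0.856-fold, 0.0701), REST (1.14, 0.0982), SOX (1.08, 0.0701) or NFI (1.25, 0.513). TEAD was rarer (0.869-fold, adjusted p = 0.00509), but did not pass against shuffled sequence (0.95-fold, 0.333). Against flanking windows GATA (0.648-fold) and TEAD (0.632-fold) were both rarer in the regions (adjusted p = 4.39e-30 for TEAD, the higher of the 2). HIF (1.26-fold, 8.20e-05), FOXA (1.14-fold, 2.39e-06) and GRHL (1.31-fold, 3.11e-12) were more frequent, but FOXA (0.750) and GRHL (0.868) turned rarer against flanking windows. HNF1 (27 regions against 13 windows, 2.08-fold, adjusted p = 0.0456, Fisher's exact test) passed but rested on few matches. So did CEBP (64 against 31, 2.06-fold, 0.00118) and p53 (29 against 7, 4.14-fold, 0.000416). The p53 fold was 5.8 against shuffled sequence, 5.21 against flanking windows and 4.67 among distal regions. HNF1 was not more frequent than in flanking windows (0.990-fold). Against shuffled sequences with the same dinucleotides the CEBP motif was rarer in the regions (0.308-fold).

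**Figure D4:**
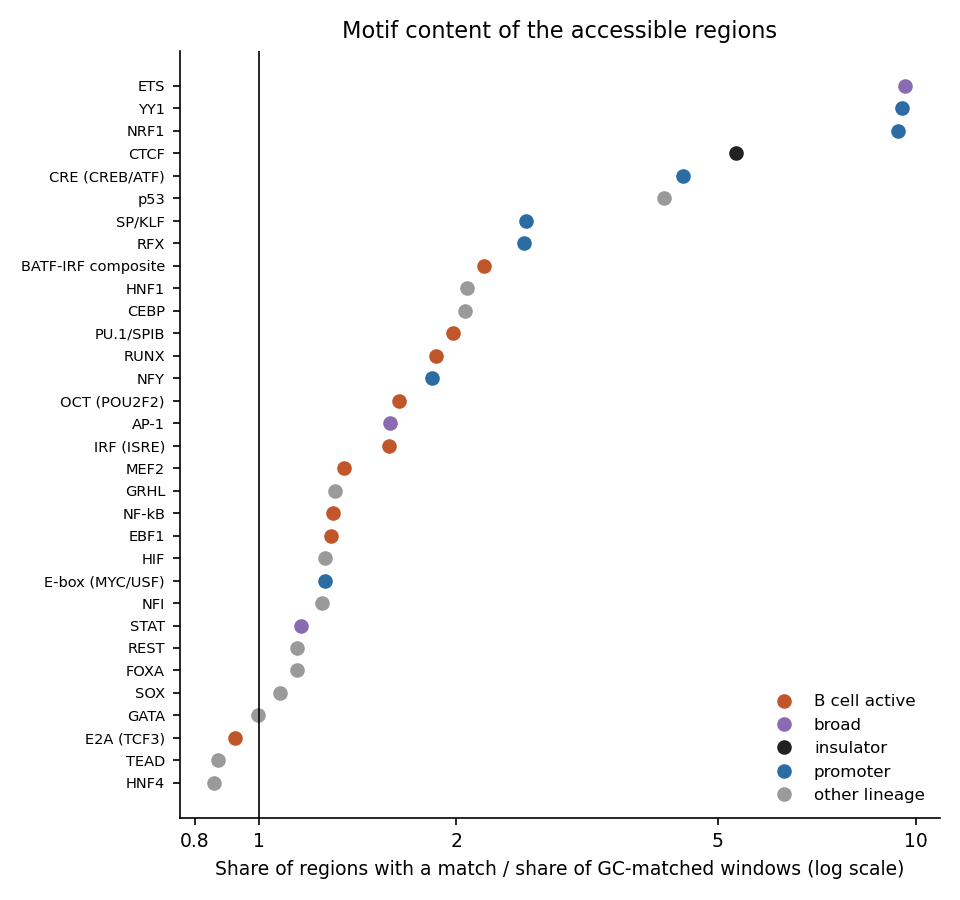
Share of regions with a match of each of 32 motifs divided by the share of GC-matched windows (log axis), coloured by the class of the factor. ETS, YY1 and NRF1 lie highest at 9.64, 9.54 and 9.39, and HNF4 lowest at 0.856.

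Several motifs were denser at the centre of the regions than near their edges. Matches per base within 50 bp of the centre exceeded those 200 to 250 bp away by 8.88 times for CTCF, 5.81 for the cyclic AMP response element, 4.71 for ETS, 4.42 for NRF1, 3.32 for NFY, 2.09 for SP/KLF, 1.69 for NF-kB and 1.55 for PU.1/SPIB (exact binomial test, the highest adjusted p being 1.58e-10 for PU.1/SPIB). In the control windows the ratio was 1.18 for CTCF, 1.54 for the cyclic AMP response element, 1.31 for NRF1, 0.993 for NFY, 1.14 for SP/KLF, 1.11 for NF-kB and 1.00 for PU.1/SPIB. For ETS it was 6.05 in the 33 control windows with a match, so its ratio in the regions was not above that of the control. E2A was also denser at the centre of the regions (1.51, adjusted p = 7.09e-126, exact binomial test), against 1.12 in the control windows. RFX was denser there too (3.04, adjusted p = 0.000973, the same test), against 0.968. The IRF element (0.654, adjusted p = 4.39e-16), GATA (0.641, 1.27e-10) and FOXA (0.640, 2.09e-12) were sparser at the centre than at the edge. So was the octamer (0.787, adjusted p = 0.00518, the same test).

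Promoter and distal regions carried different motifs. At promoters YY1 was 43.7 times as frequent, NRF1 12.1, ETS 10.0, SP/KLF 8.85, the cyclic AMP response element 4.79 and NFY 2.37. Distal regions more often held RUNX (8.88% against 3.09%, 0.348-fold at promoters), AP-1 (14.5% against 6.17%, 0.425-fold) and CTCF (2.86% against 1.14%, 0.397-fold, adjusted p = 3.23e-37, the highest of those named here). The folds moved with GC content. Among promoter and distal regions paired on GC, chosen after seeing the data, the fold was 14.4 for YY1, 6.55 for ETS, 2.84 for NRF1, 2.49 for the cyclic AMP response element, 1.85 for NFY, 1.83 for SP/KLF, 0.637 for RUNX, 0.649 for AP-1 and 0.296 for CTCF. NF-kB turned from 1.08 to 0.723 (adjusted p = 1.81e-15, Fisher's exact test).

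Strong regions were more often promoters and more often carried ETS and promoter motifs. Promoters made up 60.6% of the 12556 regions with a score of at least 74.9 and 14.5% of the 13366 with a score of at most 20.0, a 4.17-fold difference. YY1 was 27.8 times as frequent in the strong as in the weak regions (adjusted p = 1.39e-47, Fisher's exact test), NRF1 12.9 (1.01e-52), ETS 12.8 (8.72e-42), the cyclic AMP response element 7.13 (1.36e-63) and NFY 2.89 (5.45e-150). GATA (0.561-fold, 9.82e-22) and TEAD (0.640, 2.87e-05) were rarer. Among strong and weak regions paired on GC, chosen after seeing the data, the fold was 8.14 for YY1, 3.85 for NRF1, 7.40 for ETS and 4.00 for the cyclic AMP response element, and GATA (0.935, adjusted p = 0.507) and TEAD (1.05, 0.837) did not pass. Among distal regions alone, ETS and promoter motifs again had the largest folds between strong and weak regions, with 20.0 for NRF1 (0.525% against 0.0263%), 7.25 for ETS, 5.06 for SP/KLF (7.05% against 1.39%, adjusted p = 8.72e-72) and 4.61 for the cyclic AMP response element. The strong ones also more often held NF-kB (16.1% against 8.54%, 1.88-fold), EBF1 (1.98), PU.1/SPIB (1.87), AP-1 (1.85), RUNX (1.74) and the octamer (1.52, adjusted p = 9.81e-07, the highest of these 6). Some distal regions lie near TSSs of genes that do not code for protein, so these folds do not describe sites away from every TSS.

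Chromosomes differed in their density of regions. Chromosome 5 held 20.1 regions per Mb (exact Poisson 95% interval 19.4 to 20.7), chromosome 2 19.5 and chromosome 6 19.7, against 8.12 on chromosome 21 (7.34 to 8.97) and 7.60 on chromosome 22 (6.87 to 8.39), with N counted in the length. Per Mb of sequence without N, chromosome 16 was highest (21.6, against 20.4 on chromosome 5) and chromosomes 21 (11.1) and 22 (11.2) were lowest. Across the 23 chromosomes analysed no relation of density with protein-coding genes per Mb passed the test (Pearson's r = 0.148, permutation p = 0.525; Spearman's rho = 0.0682, permutation p = 0.757). Without chromosomes 17 and 19, the 2 farthest from the median gene density, r was 0.132. Of the 3102 regions at the lowest score, 34 lay on chromosomes 1 and 10 to 17, and without this score r was 0.201 (p = 0.368). With only the 25237 strongest regions r was 0.372 (p = 0.0761) and rho 0.393 (p = 0.0637), and with length without N r was 0.0757 (p = 0.752) and rho -0.0277 (p = 0.90). The share of promoter regions ranged from 24.9% on chromosome 8 to 69.3% on chromosome 19, the most gene-rich.

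**Figure D5:**
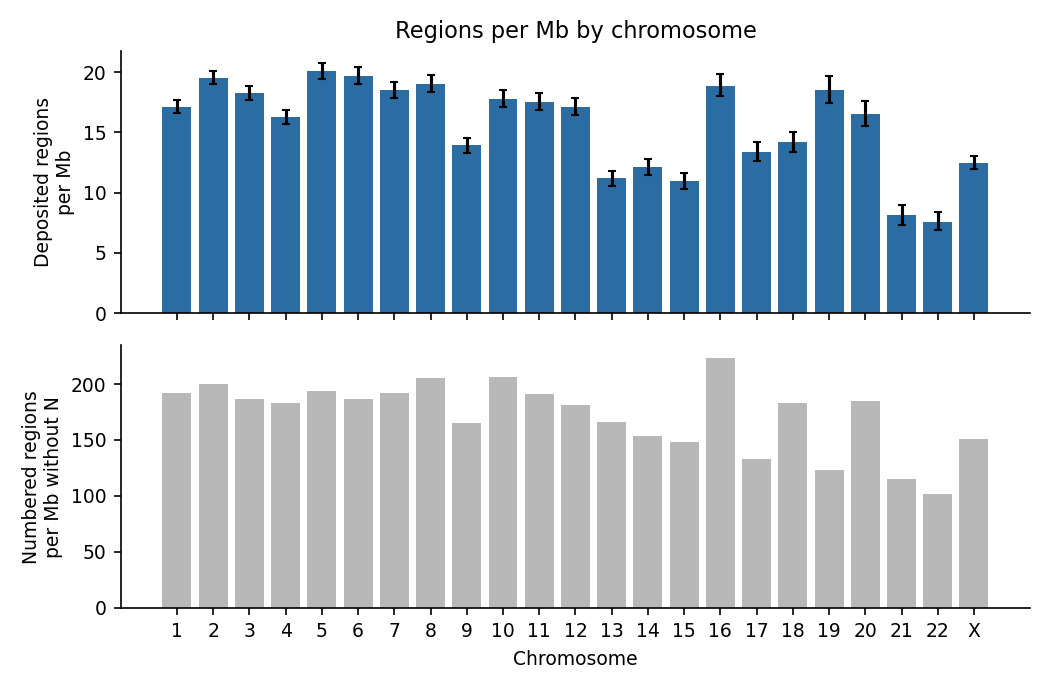
Deposited regions per Mb by chromosome with exact 95% Poisson intervals (upper panel) and regions numbered by the caller per Mb of sequence without N (lower panel). The upper panel counts N in the length and ranges from 7.60 per Mb on chromosome 22 to 20.1 on chromosome 5; without N these regions range from 11.1 on chromosome 21 to 21.6 on chromosome 16.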

Values the study reported

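The study reported that 168 of 192 unstained GM12878 cells (87.5%) passed its quality filter. The pooled cells correlated with bulk ATAC-seq of the same line with R = 0.81 over 77,855 peaks, and with published single-cell data with R = 0.8. Variability of 384 motifs correlated with that published data with R = 0.7.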

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

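The names that the authors' caller gave the regions hold a signal outside the main measurement. They carry running numbers up to 513945, while the list keeps 43851 distinct numbers, or 8.53%, so most called regions lie outside the list. The numbers rise with position on all 23 chromosomes, so called regions can be counted between kept ones. Per Mb of sequence without N they were most frequent on chromosome 16 (223.3) and least on chromosomes 22 (102.2), 21 (115.02) and 19 (123.5). Of the tests below, those of sequence without N and of windows on other chromosomes were chosen after the result was seen.

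Surrounding GC content and unassembled sequence were weighed as technical explanations of this spread. Over 2759 windows of 1 Mb, ranked within chromosomes, calls rose with GC (Spearman's rho 0.492, bootstrap interval 0.461 to 0.521), although the most GC-rich of 5 groups held fewer per Mb (median 181.9) than the next (209.8), and since ranking within chromosomes removes the differences between them, this test leaves the spread open. With each window set against the 50 windows of other chromosomes nearest in GC, the SD between chromosomes of log2 observed over expected calls was 1.14 times that of log2 calls (interval 1.09 to 1.19), which argues against GC content of the windows as the whole cause. Taking out N left a 2.19-fold difference between the highest and lowest chromosome, which argues against unassembled sequence as the whole cause. Copy number and mappability were not tested and no biological explanation was tested, since the design has 1 group.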

How the results depend on the processing

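No paired analysis was possible because the list pools all cells. Leaving out libraries was not possible either. No regions overlap, so reducing overlaps moved nothing. Of the results that answer a comparison, 200 values under the other alternatives kept direction and side of the threshold, or for counts stayed within 1.5-fold, and so did 440 for single motifs and genes, whose scores stayed unchanged where a region remained. Left out of these are 4 and 16 values, respectively, that turned direction without passing in either setting. The cause was not tested for those below, and CpG, GC-matched, mean and lowest-score alternatives were chosen after seeing the data.

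In percentage points over other genes, the B cell identity list passed with windows of 500 bp (22.1) and 2.5 kb (24.4), any overlap (22.9) and CpG matching (34.6). The neuronal list did not with 2.5 kb (-6.10), nor the T cell (-8.33) and myeloid (-21.7) lists with CpG matching. Median regions around genes no longer differed for B cell (1.5) and hepatocyte (0) genes in the gene body, for hepatocyte genes with 50 kb (2), and with the 25237 strongest regions for B cell (2), NF-kB (2) and hepatocyte (0) genes. With 50 kb, germinal centre (7) and olfactory (0) genes passed. With the mean, germinal centre (3.81), myeloid (0.652), erythroid (0.773), neuronal (1.67) and olfactory (0.175) genes passed, and MHC class II genes turned higher (3.63). The exon share passed with a 500 bp window, in the other direction (3.22%), and with 2.5 kb (1.68%), the 25237 strongest regions (1.93%), any overlap (3.62%), all genes (3.19%) and without the lowest score (2.45%).

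Single motifs that passed the test in at least 1 of the settings compared turned direction with these folds. With flanking windows: IRF 0.912, OCT 0.853, E2A 1.29, MEF2 0.682, STAT 0.929, HNF1 0.990, FOXA 0.750, GRHL 0.868, SOX 0.867. With shuffled sequence: E2A 1.31, CEBP 0.308, GRHL 0.679, SOX 0.877. In the central 200 bp, FOXA 0.994. In distal regions, E2A 1.02, YY1 0.8. The motifs at most 0.67 times as frequent numbered 2 with flanks and 1 when shuffled. At promoters against distal regions, among the 25237 strongest: NF-kB 0.834, EBF1 0.896, REST 0.988. With GC matching: NF-kB 0.723, IRF 1.12, EBF1 0.650, OCT 1.07, MEF2 1.11, STAT 1.18, HNF4 1.16, FOXA 1.01, TEAD 1.06, GRHL 1.17. Of the motifs that passed there, 4 were at most 0.67. HNF1 (0.667) and p53 (0.333) were also that low but did not pass. By strength, at the score deciles AP-1 0.758, with 5 at most 0.67. In distal regions RUNX 1.74, IRF 1.30, OCT 1.52, E2A 1.05, MEF2 1.41, CTCF 1.54, GRHL 1.09, SOX 1.15, with 0. With GC matching RUNX 1.66, IRF 1.64, OCT 1.76, MEF2 1.5, FOXA 1.08, TEAD 1.05, GRHL 1.16, SOX 1.02, with 0. The percent of regions in clusters of at least 10 was 2.88 at 5 kb, 18.5 at 25 kb and 3.05 with the 25237 strongest regions.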

Other observations

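Most HLA genes of the MHC class II list lacked a promoter region. Those with one were HLA-DMA (62.6, shared with BRD2) and HLA-DMB (39.4), which load peptide onto class II molecules, and HLA-DPB1 (20.0). From HLA-DRA to HLA-DQB1, on chromosome 6 at 32407655 to 32636160, the list holds 1 region, with a score of 28.6, and no promoter region at HLA-DRA, HLA-DRB1, HLA-DRB5, HLA-DQA1 or HLA-DQB1. These genes were singled out after their values were seen. The kept regions on either side of this interval are 642.4 kb apart and their running numbers differ by 36. Chromosome 6 as a whole held 186.9 called regions per Mb of sequence without N, so weaker calls were sparse here too. Loss of reads at near-identical HLA copies was not tested, so missing regions here do not show closed promoters.

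Of the tests in this part, those on tied scores and on the local background were chosen after the result was seen. Only 1.10% of the 3102 regions at the lowest score lie on chromosomes 1 and 10 to 17, against 36.4% at the next-lowest score (interval 34.9 to 37.9). That value argues against fewer weak regions on these chromosomes. Ties kept in reverse order of the text of the line are a candidate explanation, but 99.9% rather than all of the lines stand in that order. This test was worded 2 times after its result was seen and neither wording was met, so it stays open.

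The strongest promoter regions lie in GC-poor surroundings. Over 16365 promoter regions the score fell with GC content of the surrounding 100 kb (rho -0.201, bootstrap interval -0.216 to -0.186, across regions, which are not independent), and the median score was 98.8 in the lowest and 45.8 in the highest of 5 groups by this GC content. The relation remained within strata of the region's own GC (median rho -0.229), within chromosomes (median -0.167, below 0 on all 23) and at promoter regions with no other region within 10 kb (-0.206). It is therefore unlikely to come from these alone, and the 784 distinct scores argue against a background computed for each region. Transposase preference, mappability and copy number were not tested, no biological explanation was tested, and distal regions went the other way (rho 0.166).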
